A study of Mus musculus with 66 samples.

How the data were processed

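Bulk RNA sequencing was done on 66 tissue samples from 19 C57BL/6 mice, bought at 6 weeks of age, per the labels. The protocol gave 3% dextran sulfate sodium (DSS), a chemical that injures the colonic mucosa, for 6 days from day 0, so mice killed at day 3 had not completed it. Mice were killed at experimental day 0 without injury (4 mice) or at day 3, 6, 9, 14 or 20 (3 mice per day). Sections of mid-colon, rectum and anus came from every mouse. A section of squamous neo-epithelium came from each of the 9 mice of days 9, 14 and 20. Per the labels' protocols, the muscle layer was removed from each section before RNA isolation, and stranded mRNA libraries were sequenced as single-end reads of 75 bp. The labels state no sequencing run, library batch or date per sample. The single-cell samples that the study's description mentions were not used here.

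The authors deposited one table of TPM values for Ensembl mouse transcripts, with 1 column per sample. TPM is a length-adjusted relative abundance scaled to the same total in each library. The quantifier, its version, the transcript index and the genome build are named neither in the labels nor in the header, so no coordinates are given here. The table had 126860 rows, of which 37344 had no values and were left out. A transcript with several Entrez identifiers was listed on several rows with the same values. Of the 89516 rows with values, 1318 repeats were dropped, which left 88198 transcripts. Before that step the columns summed to between 1027330 and 1062208.5 TPM, and after it each summed to 1000000 TPM to within 0.2. TPM values were summed over the transcripts of each gene, which gave 30452 genes. A further 1284 transcripts had no gene identifier and were not used in the gene tests. They held between 0.563% and 2.83% of the TPM total per sample. Symbols came from the deposited table, and 30123 of the gene identifiers were found in the reference name table, 29664 of them with the same symbol.

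No read counts were in the table, so the depth per sample is unknown and no counting interval or detection floor is given. Between 11268 and 13789 genes had at least 1 TPM in a sample. A value of 0 is described as listed at 0.

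Groups followed section and day as the labels state them (21 groups). Models were fitted on log2(TPM + 1) with limma 3.58.1 in R 4.3.3, with an empirical Bayes prior that followed mean expression. A gene entered a comparison if it had at least 1 TPM in as many samples as the smaller group holds. Calls are genes with a Benjamini-Hochberg adjusted p under 0.05. Each later day was set against day 0 of the same section, with only the samples of both groups in the fit. At day 0, anus was compared with rectum and rectum with mid-colon. Neo-epithelium was compared with rectum and with anus over days 9, 14 and 20, with day as a covariate, and its day 20 with its day 9. The difference in response between rectum and mid-colon was tested at days 6, 9 and 20 as an interaction. Every adjusted p-value below for a single gene is from limma with Benjamini-Hochberg adjustment.

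Several sections came from the same mouse, per the mouse identifiers in the labels. The comparisons between sections were also fitted with the mouse as a replicate block. Whether sections of a mouse deviated together was checked as the mean Pearson r, across genes, of their deviations from the group means.

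A rectum-to-anus axis was built from day 0 with the genes called between anus and rectum at no less than a 4-fold change. The position of a sample is the projection of its log2 values on the line from the day 0 rectal mean, at 0, to the day 0 anal mean, at 1. Neo-epithelium was compared with the rectum and the anus of the same mouse by exact two-sided sign-flip permutation tests over 9 mice (512 patterns, smallest possible p 0.0039). The rectum of days 9 to 20 was compared with that of days 3 and 6 by an exact two-sided permutation test over 5005 splits. Scores were the mean log2(TPM + 1) over 5 gene lists: squamous (12 genes), colonocyte (12), neutrophil and acute inflammation (12), proliferation (10) and injury-associated epithelium (10). Each day was compared with day 0 per section by an exact two-sided permutation test (35 splits of 3 and 4 mice, smallest possible p 0.0286), with Benjamini-Hochberg adjustment over 75 comparisons. Calculations outside limma used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots matplotlib 3.10.9.

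The lists, 11 marker genes of the anorectal transition, the comparisons, the tests, the alternatives and the rule for naming genes were fixed before the data were examined. The rule names the genes of the lists, the markers and, per comparison, the 2 genes with the largest rise and the 2 with the largest fall. Those 4 had to be called, to have a mean of at least 8 TPM and no overlap between the groups, and to have a proper symbol. A gene named outside this rule is said to have been chosen after its values were seen. Genes with near-identical copies are reported as uncertain, because it is not stated how reads shared between copies were assigned.

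The alternatives were trimmed mean of M values (TMM) factors on top of the TPM values (trim of 30% of M values and 5% of A values), no filter on low values, a filter of at least 5 TPM on the mean, and a pseudocount of 0.1. Further alternatives were an added 2-fold minimum, all days of a section in one fit, the mouse as a replicate block, single days for the neo-epithelium, and leaving out each mouse in turn. For the positions, a 2-fold axis and an axis without the listed genes were tried, and for the scores the median over the list.

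The models were tested on simulated data with 200 changed genes, all above a minimum of expression. Noise was drawn independently per gene and sample. Of the genes changed 4-fold, between 90% and 98% were called over 5 of the designs. Of those changed 2-fold, between 35% and 91% were called. Between 3.6% and 7.5% of the calls were false. Shifts of the TPM scale between libraries and deviations shared by the sections of a mouse were not simulated. These shares therefore do not cover such effects, nor the recovery of genes with low expression.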

Results

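The data were transcript abundances (TPM) of dissected gut sections over a course of DSS colitis, a chemical injury of the colon. There were 19 samples each of mid-colon, rectum and anus (4 mice at day 0 and 3 at each of days 3, 6, 9, 14 and 20). There were 9 samples of squamous neo-epithelium, a squamous tissue that the labels list as a separate section only at days 9, 14 and 20 (3 mice per day). The table held no read counts, so the depth of each sample is unknown. The number of genes with at least 1 TPM ranged from 11268 to 12528 in mid-colon, 11660 to 13242 in rectum, 12406 to 13789 in anus and 12691 to 13266 in neo-epithelium. The 10 most abundant genes took between 18.6% and 32.8% of the TPM total in mid-colon, 15.0% and 28.0% in rectum, 11.0% and 15.5% in anus and 11.4% and 20.6% in neo-epithelium. Mitochondrial genes took between 6.26% and 28.5% over all 66 samples.

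The first question was how each section changed over the course of injury and recovery. In mid-colon, limma with Benjamini-Hochberg adjustment called 45 of 12008 genes at day 3 against day 0 (8 higher, 37 lower). It called 1785 at day 6 (590 higher, 1195 lower), 5353 at day 9 (3264 higher, 2089 lower), 529 at day 14 (309 higher, 220 lower) and 189 at day 20 (82 higher, 107 lower). The alternative that moved the day 3 count most was no filter on low values, which left 4 calls. The TPM scale itself shifted: the median log2 change over all tested genes was 0.14 at day 3 and fell by 0.24 at day 6. TMM factors brought these medians to -0.01 and -0.03. They did not centre the median on the later days. It was 0.0947, -0.0253 and -0.0452 at days 9, 14 and 20, and -0.1315, -0.045 and -0.0796 with TMM factors. With TMM factors the balance of directions reversed at day 6 (1038 higher, 894 lower), day 9 (2726 higher, 3800 lower) and day 14 (556 higher, 742 lower), so the share of genes called higher or lower in mid-colon depended on the scaling.

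In rectum there were 818 calls at day 3 (185 higher, 633 lower), 6145 at day 6 (1455 higher, 4690 lower), 7028 at day 9 (4404 higher, 2624 lower), 2017 at day 14 (804 higher, 1213 lower) and 973 at day 20 (354 higher, 619 lower). The median log2 change over all tested genes fell by 0.27 at day 6 and was 0.13 at day 9, and TMM factors moved these to -0.06 and -0.15. With TMM factors there were 2213 higher and 2301 lower calls at day 6, and the balance reversed at day 9 (3190 higher, 4655 lower). In anus there were 6 calls at day 3 (3 higher, 3 lower), 2060 at day 6 (1186 higher, 874 lower), 692 at day 9 (199 higher, 493 lower), 588 at day 14 (311 higher, 277 lower) and 201 at day 20 (150 higher, 51 lower). With TMM factors the balance in anus reversed at day 14 (275 higher, 398 lower). The largest number of calls thus fell on day 9 in mid-colon and rectum and on day 6 in anus, and the same days had the largest numbers with TMM factors. These counts were not tested against each other.

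**Figure D1:**
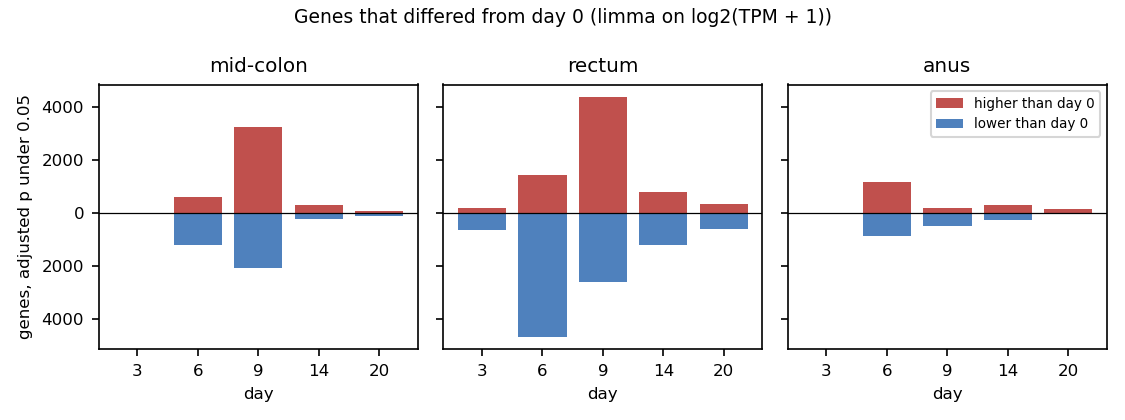
Number of genes called against day 0 (limma, Benjamini-Hochberg adjusted p under 0.05), on the vertical axis, for each later day and section, with genes higher and lower drawn apart. Calls were most numerous at day 9 in rectum (7028) and mid-colon (5353) and at day 6 in anus (2060).

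At day 9, 4439 of the genes tested in both sections were called in both mid-colon and rectum, 4426 of them in the same direction. Across the 12193 genes tested in both, the log2 changes had a Pearson r of 0.846, a figure across genes, which are not independent replicates. At day 6, rectum and anus shared 1121 called genes, of which 766 changed in the same direction and 355 in the opposite direction, with a Pearson r of 0.279 across 11956 genes.

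Statements on the largest single-gene changes refer to the genes that met the rule for naming genes. At day 3, the gene with the largest fall in mid-colon was Kyat1 (ENSMUSG00000039648), from 184 ± 18.9 TPM (SD, n = 4) to 28.2 ± 12.8 TPM (SD, n = 3). Its log2 change was -2.76 ± 0.27 (SE), with an adjusted p of 0.004 in limma with Benjamini-Hochberg adjustment (0.0854 with no filter on low values). Kyat1 also fell by 2.95 ± 0.17 (SE) on the log2 scale in rectum at day 3 (limma, Benjamini-Hochberg adjusted p 9.7e-05). In rectum at day 3, Cldn2 (ENSMUSG00000047230) went from 25.6 ± 0.989 TPM (SD, n = 4) to 2.19 ± 0.717 TPM (SD, n = 3), a log2 change of -3.08 ± 0.16 (SE; limma, Benjamini-Hochberg adjusted p 7.53e-05). Tac1 (ENSMUSG00000061762) rose at day 3 in rectum, from 13.0 ± 1.75 TPM (SD, n = 4) to 131 ± 59.7 TPM (SD, n = 3), and in anus, from 3.16 ± 0.845 TPM (SD, n = 4) to 34.4 ± 8.97 TPM (SD, n = 3). The log2 changes of Tac1 were 3.11 ± 0.30 (SE) and 3.08 ± 0.25 (SE), with limma, Benjamini-Hochberg adjusted p-values of 6.27e-04 and 0.0139. The call of Tac1 in anus was lost with no filter on low values (adjusted p 0.113 in limma with Benjamini-Hochberg adjustment). Proliferation genes were lower at day 3 in mid-colon and rectum: when the adjustment was made over the 10 listed genes alone, 7 were called lower in mid-colon and 10 in rectum, against 0 and 9 when it was made over all genes (2 and 9 with TMM factors).

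S100a8 (ENSMUSG00000056054), a neutrophil gene, had the largest rise in rectum at day 9. Its level was 0.497 ± 0.618 TPM at day 0 (SD, n = 4). It was 663 ± 767 TPM at day 6, 5655 ± 1244 TPM at day 9, 921 ± 1006 TPM at day 14 and 113 ± 116 TPM at day 20 (SD, n = 3 each). The rectal log2 change of S100a8 at day 9 was 11.95 ± 0.31 (SE; limma, Benjamini-Hochberg adjusted p 6.99e-08), and that at day 20 was 5.40 ± 0.95 (SE; limma, Benjamini-Hochberg adjusted p 0.0245). The day 20 call of S100a8 was lost with no filter on low values and in 6 of the 7 fits that each left out 1 mouse. In mid-colon S100a8 went from 0.311 ± 0.382 TPM at day 0 (SD, n = 4) to 615 ± 393 TPM at day 9 (SD, n = 3), a log2 change of 8.68 ± 0.44 (SE; limma, Benjamini-Hochberg adjusted p 3.01e-06). S100g (ENSMUSG00000040808) fell most at day 9, from 395 ± 220 to 2.42 ± 2.23 TPM in mid-colon and from 288 ± 207 to 1.38 ± 0.448 TPM in rectum (SD, n = 4 and 3). The log2 changes of S100g were -6.90 ± 0.43 and -6.72 ± 0.41 (SE), with limma, Benjamini-Hochberg adjusted p-values of 5.72e-06 and 5.49e-06.

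In anus at day 6, Saa3 (ENSMUSG00000040026) rose from 9.01 ± 12.5 TPM (SD, n = 4) to 1722 ± 244 TPM (SD, n = 3), a log2 change of 8.64 ± 1.06 (SE; limma, Benjamini-Hochberg adjusted p 0.00142). Sycn (ENSMUSG00000084174) fell from 510 ± 300 TPM (SD, n = 4) to 3.56 ± 1.54 TPM (SD, n = 3), a log2 change of -6.69 ± 0.43 (SE; limma, Benjamini-Hochberg adjusted p 1.87e-04). Of the 11 colonocyte genes tested in anus, 10 were called lower at day 6, with the adjustment over all genes and over the list alone, and also with TMM factors. The colonocyte score in anus was 5.59 ± 0.65 at day 0 and 1.84 ± 0.38 at day 6 (SD, n = 4 and 3). In rectum it was 8.16 ± 0.09 and 8.19 ± 0.05. Less colonic mucosa within the anal sections could give such a fall, which was not tested at day 6. By day 20, the largest rises in anus were those of Cxcl5 (ENSMUSG00000029371), from 10.6 ± 7.91 to 255 ± 143 TPM, and Dynap (ENSMUSG00000024512), from 0.739 ± 0.248 to 40.5 ± 19.1 TPM (SD, n = 4 and 3). Their log2 changes were 4.53 ± 0.49 and 4.48 ± 0.32 (SE), with limma, Benjamini-Hochberg adjusted p-values of 0.0107 and 8.96e-04.

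Among the remaining genes with the largest changes, some have near-identical copies and their values are uncertain. These were the ribosomal protein pseudogenes Rps16-ps2, Rpl15-ps3, Rps15a-ps7 and Rpl23a-ps3, the immunoglobulin segments Igkv14-111 and Igkv1-135, the gene Clca4b in mid-colon at day 6, Clca4a at day 3, and Cyp2a5 in anus at day 3.

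The scores of the 5 lists gave no comparison past the adjusted threshold. Of 75 comparisons with day 0, 0 had an adjusted p under 0.05 in the exact two-sided permutation test, 34 had a raw p of 0.0286, the smallest possible, and the smallest adjusted p was 0.063. At least 43 comparisons at the smallest p would have been needed for any to pass. The alternative that moved a score difference most was a pseudocount of 0.1, which took the rectal neutrophil and acute inflammation difference at day 9 from 7.58 to 9.54 and its adjusted p to 0.0612. The comparisons at the smallest p were 13 of the neutrophil and acute inflammation list, 7 of the injury-associated list, 6 of the colonocyte list, 5 of the proliferation list and 3 of the squamous list. Neutrophil and acute inflammation scores (mean log2(TPM + 1)) in rectum were 0.48 ± 0.08 at day 0 (SD, n = 4). They were 5.26 ± 1.26 at day 6, 8.06 ± 0.72 at day 9, 5.64 ± 2.25 at day 14 and 3.30 ± 1.83 at day 20 (SD, n = 3 each). Proliferation scores in rectum were 3.77 ± 0.13 at day 0 (SD, n = 4), 1.80 ± 0.34 at day 3 and 5.50 ± 0.06 at day 9 (SD, n = 3 each). Each of these rectal scores lay wholly outside the range of day 0 (exact two-sided permutation p 0.0286, adjusted p 0.063).

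**Figure D2:**
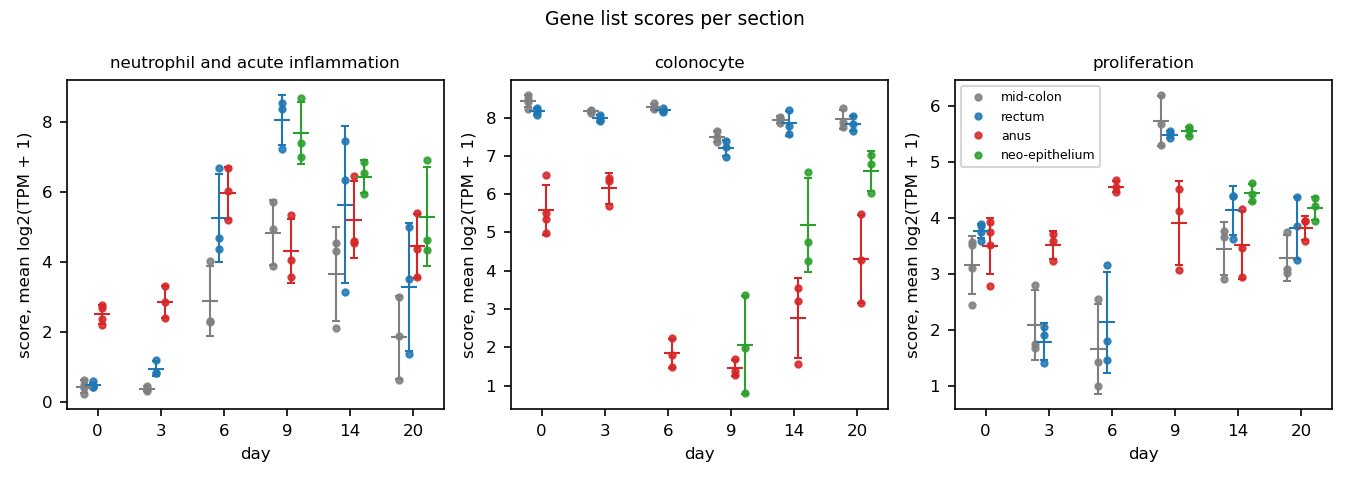
Mean log2(TPM + 1) over the neutrophil and acute inflammation, colonocyte and proliferation lists, on the vertical axis, by day and section. Each point is a mouse, drawn with the mean ± SD. The inflammation score in rectum went from 0.48 at day 0 to 8.06 at day 9 and 3.30 at day 20.

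A separate question was whether rectum and mid-colon differed in their response. At day 6 the interaction gave 0 calls among 12986 genes (730 at a raw p under 0.05), and 76 with the mouse as a replicate block (pairing check r 0.245). At day 9 it gave 885 calls (790 with a higher rectal response, 95 with a lower one), and 1064 with the mouse as a replicate block (r 0.185). At day 20 it gave 1 call among 13234 genes (630 genes at a raw p under 0.05), and 5 with the mouse as a replicate block (r 0.265). Chance alone gives a share of about 0.05 at that raw p, so these raw counts do not by themselves show a difference. TMM factors gave 1107 calls at day 9 and 0 at day 20 (837 genes at a raw p under 0.05), and a filter of at least 5 TPM gave 436 and 0 (396 at a raw p under 0.05). Of the 12 neutrophil and acute inflammation genes, 11 were called at day 9 with the adjustment over all genes or over the list alone, each with the higher response in rectum (10 with TMM factors). At day 6, 9 of these 12 were called over the list alone and 0 over all genes.

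Saa3 showed the largest difference in response at day 9. It went from 0.443 ± 0.316 TPM at day 0 (SD, n = 4) to 2473 ± 1044 TPM at day 9 in rectum, and from 0.673 ± 0.546 TPM (SD, n = 4) to 62.2 ± 18.8 TPM in mid-colon (SD, n = 3 each at day 9). The difference in its log2 change was 5.44 ± 0.43 (SE), with a limma, Benjamini-Hochberg adjusted p of 2.11e-05 without the block and 7.13e-05 with the mouse as a replicate block (pairing check r 0.185). The single gene called at day 20 was Trbv25 (ENSMUSG00000104473), a T cell receptor segment, named after its values were seen. It had 6.66 ± 3.46 TPM in rectum at day 20 (SD, n = 3) and was listed at 0 in every rectal sample of day 0 and every mid-colonic sample of days 0 and 20. The difference of Trbv25 was 2.82 ± 0.37 (SE; limma, Benjamini-Hochberg adjusted p 0.0327), and its value is uncertain because such segments share sequence.

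At day 0 the sections were compared with each other. Between anus and rectum, 7936 of 13158 genes were called (3413 higher and 4523 lower in anus), and 7330 with the mouse as a replicate block, with a pairing check r of 0.054. The alternative that moved this count most was an added 2-fold minimum, with 4171 calls. All 12 squamous genes were called higher and all 11 tested colonocyte genes lower in anus, with either adjustment. Krt13 (ENSMUSG00000044041) had 5289 ± 2506 TPM in anus, 24.99 ± 18.5 TPM in rectum and 0.820 ± 0.43 TPM in mid-colon (SD, n = 4 each). Its log2 difference between anus and rectum was 8.06 ± 0.68 (SE; limma, Benjamini-Hochberg adjusted p 7.61e-06, and 9.3e-07 with the block). Car1 (ENSMUSG00000027556) had 443 ± 279 TPM in anus and 3940 ± 701 TPM in rectum (SD, n = 4 each), a log2 difference of -3.34 ± 0.37 (SE; limma, Benjamini-Hochberg adjusted p 5.02e-05, and 4.52e-05 with the block). Tnnc2 (ENSMUSG00000017300), a skeletal muscle gene, had 1453 ± 1342 TPM in anus and 0.49 ± 0.979 TPM in rectum (SD, n = 4 each).

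Between rectum and mid-colon at day 0, 216 genes were called (183 higher and 33 lower in rectum), and 349 with the mouse as a replicate block, with a pairing check r of 0.146. The median log2 difference over all tested genes was 0.21 and, with TMM factors, -0.02. With TMM factors 94 genes were called (37 higher, 57 lower), so the balance reversed. Leaving out 1 mouse at a time gave between 1 and 166 calls. Dpep1 (ENSMUSG00000019278) had 26.1 ± 4.49 TPM in rectum and 71.6 ± 12.5 TPM in mid-colon (SD, n = 4 each), a log2 difference of -1.42 ± 0.17 (SE; limma, Benjamini-Hochberg adjusted p 0.00605, and 0.00131 with the block). Krt13 had a log2 difference of 3.37 ± 0.65 (SE; limma, Benjamini-Hochberg adjusted p 0.0346, and 0.0275 with the block). The call of Krt13 was lost with TMM factors (adjusted p 0.0668 in limma with Benjamini-Hochberg adjustment). With TMM factors 0 of the 5 squamous genes tested were called, against 4 without.

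The neo-epithelium was set against the neighbouring tissues of the same 9 mice. Against rectum, 6090 of 14492 genes were called (3007 higher, 3083 lower in neo-epithelium), and 6405 with the mouse as a replicate block, with a pairing check r of 0.258. Single days gave 3447 calls at day 9, 2045 at day 14 and 736 at day 20, each from 3 mice. All 12 squamous genes were called higher and all 11 tested colonocyte genes lower, with either adjustment. Krt4 (ENSMUSG00000059668) had 1525 ± 1236 TPM in neo-epithelium and 5.77 ± 7.16 TPM in rectum (SD, n = 9 each), a log2 difference of 8.11 ± 0.57 (SE; limma, Benjamini-Hochberg adjusted p 9.02e-09, and 2.98e-07 with the block). Zg16 (ENSMUSG00000049350) had 1332 ± 1446 TPM in neo-epithelium and 7535 ± 2841 TPM in rectum (SD, n = 9 each), a log2 difference of -4.69 ± 0.96 (SE; limma, Benjamini-Hochberg adjusted p 7.92e-04, and 0.00537 with the block). At day 20 alone the log2 difference of Zg16 was -1.20, with an adjusted p of 0.114 in limma with Benjamini-Hochberg adjustment.

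Against anus, 8693 of 14861 genes were called (5660 higher, 3033 lower in neo-epithelium), and 8435 with the mouse as a replicate block, with a pairing check r of 0.157. The median log2 difference was 0.17, and with TMM factors 0.05, with 4389 higher and 3957 lower calls. The squamous list was split, with 4 genes higher and 4 lower of 12, with either adjustment (4 and 5 with TMM factors). Krt13 had 7373 ± 2101 TPM in neo-epithelium and 7722 ± 2282 TPM in anus (SD, n = 9 each), a log2 difference of -0.07 ± 0.18 (SE), which was less than the spread between mice (limma, Benjamini-Hochberg adjusted p 0.749, and 0.725 with the block). By day, this log2 difference of Krt13 was 0.57 at day 9 (higher in neo-epithelium in 3 of 3 mice), -0.27 at day 14 and -0.52 at day 20 (higher in 0 of 3 mice each). Krt10 (ENSMUSG00000019761), an epidermal keratin, had 49.8 ± 56.2 TPM in neo-epithelium and 1306 ± 513 TPM in anus (SD, n = 9 each), a log2 difference of -5.39 ± 0.40 (SE; limma, Benjamini-Hochberg adjusted p 8.02e-09, and 7.62e-07 with the block). Krt7 (ENSMUSG00000023039), a marker of the anorectal transition, had 1104 ± 170 TPM in neo-epithelium, 474 ± 210 TPM in anus and 173 ± 55.0 TPM in rectum (SD, n = 9 each). The log2 difference of Krt7 was 1.41 ± 0.29 (SE) against anus (limma, Benjamini-Hochberg adjusted p 5.17e-04, and 0.00207 with the block). Against rectum it was 2.72 ± 0.17 (SE; limma, Benjamini-Hochberg adjusted p 2.81e-09, and 2.59e-07 with the block). Per mouse, Krt7 in anus was 233, 90.4 and 445 TPM at day 9 and 627, 683 and 678 TPM at day 20. In neo-epithelium of the same mice it was 1157, 1137 and 1360 TPM at day 9 and 1069, 1211 and 907 TPM at day 20. The difference from anus was thus larger at day 9 than at day 20, so the pooled value does not hold for each day. The genes with the largest differences against anus were the muscle genes Tnnc2 and Tnnt3, which were lower in neo-epithelium.

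Homeobox and other transcription factor markers were also compared between these sections. Pitx1 (ENSMUSG00000021506) had 46.5 ± 17.4 TPM in neo-epithelium, 30.1 ± 8.29 TPM in anus and 4.24 ± 3.04 TPM in rectum (SD, n = 9 each). Sox2 (ENSMUSG00000074637) had 11.6 ± 4.61 TPM, 7.01 ± 2.23 TPM and 0.371 ± 0.457 TPM in the same sections. Hoxd13 (ENSMUSG00000001819) had 21.95 ± 11.5 TPM, 6.92 ± 4.47 TPM and 48.0 ± 9.90 TPM. The log2 differences between neo-epithelium and anus were 0.56 ± 0.17 for Pitx1, 0.63 ± 0.22 for Sox2 and 1.56 ± 0.23 for Hoxd13 (SE). Their limma, Benjamini-Hochberg adjusted p-values were 0.0097, 0.0211 and 3.14e-05 without the block, and 0.0196, 0.0334 and 8.14e-06 with the mouse as a replicate block (pairing check r 0.157). The call of Sox2 was lost with TMM factors, where its log2 difference was 0.49 and its limma, Benjamini-Hochberg adjusted p lay just over the threshold of 0.05. At day 20 alone the differences between neo-epithelium and anus were 0.02 for Sox2, 0.18 for Pitx1 and 1.47 for Hoxd13, none of them called (limma, Benjamini-Hochberg adjusted p 0.971, 0.641 and 0.057). The calls of Sox2 and Pitx1 were also lost at day 14 alone. Their differences there were 0.893 and 0.735 (limma, Benjamini-Hochberg adjusted p 0.0776 and 0.105).

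**Figure D3:**
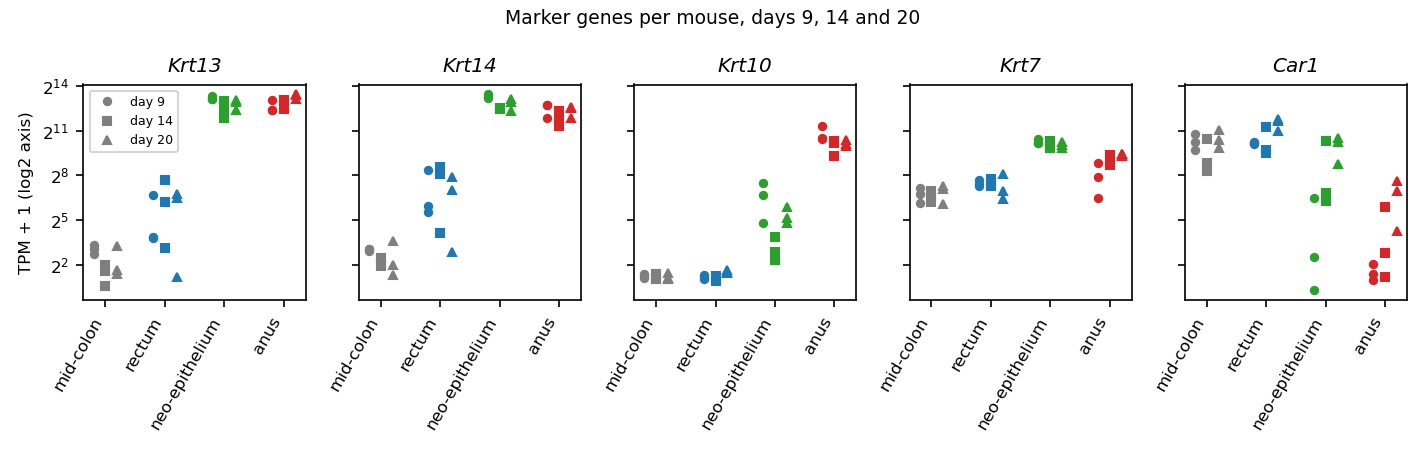
TPM of Krt13, Krt14, Krt10, Krt7 and Car1 by day and section, on a logarithmic axis, with a point per mouse. The mean of Krt13 over days 9 to 20 was 7373 TPM in neo-epithelium and 7722 TPM in anus, with neo-epithelium above anus at day 9 and below it at days 14 and 20, while Krt10 was lower (49.8 against 1306 TPM) and Krt7 higher (1104 against 474 TPM).

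Within the neo-epithelium, 3459 of 13186 genes were called at day 20 against day 9 (1335 higher, 2124 lower). TMM factors gave 1611 higher and 1864 lower calls. Leaving out 1 mouse at a time moved the count most, to between 1021 and 4122. Of the 10 colonocyte genes tested, 9 were called higher (10 over the list alone), and of the 10 proliferation genes, 8 were called lower (10 over the list alone). Zg16 went from 15.0 ± 18.5 TPM at day 9 to 1282 ± 1415 TPM at day 14 and 2698 ± 978 TPM at day 20 (SD, n = 3 each). Its log2 change from day 9 to day 20 was 8.07 ± 0.84 (SE; limma, Benjamini-Hochberg adjusted p 0.00307). Aqp8 (ENSMUSG00000030762) went from 0.251 ± 0.218 to 222 ± 79.6 TPM (SD, n = 3 each), a log2 change of 7.43 ± 0.27 (SE; limma, Benjamini-Hochberg adjusted p 2.74e-04). Top2a (ENSMUSG00000020914) went from 120 ± 10.7 to 42.8 ± 13.5 TPM (SD, n = 3 each), a log2 change of -1.52 ± 0.25 (SE; limma, Benjamini-Hochberg adjusted p 0.00878). Krt7 did not differ beyond the spread between mice, with a log2 change of -0.20 ± 0.16 (SE; limma, Benjamini-Hochberg adjusted p 0.367).

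The rectum-to-anus axis rested on 1309 genes (825 higher in anus, 484 higher in rectum), with day 0 rectum at 0 and day 0 anus at 1. Over 9 mice the neo-epithelium lay at 0.547 ± 0.148 (SD, n = 9), between 0.371 and 0.763. The mean difference from the rectum of the same mouse was 0.437 ± 0.0856 (SD, n = 9), above in 9 of 9 mice (exact two-sided sign-flip permutation p 0.0039, the smallest possible). From the anus of the same mouse it was -0.558 ± 0.0912 (SD, n = 9), below in 9 of 9 mice (exact two-sided sign-flip permutation p 0.0039, the smallest possible). The mean log2(TPM + 1) over skeletal muscle genes was 7.22 ± 0.94 in anus and 0.82 ± 0.11 in neo-epithelium (SD, n = 19 and 9). Over epidermal genes it was 8.12 ± 0.47 and 2.0 ± 0.86. No axis without such genes was tried, so the position below anus may reflect tissue composition. The alternative that moved the position most was leaving out mouse 1, at 0.452. The mean position was 0.718 ± 0.0651 at day 9, 0.494 ± 0.111 at day 14 and 0.427 ± 0.0348 at day 20 (SD, n = 3 each). This decline over the days was not among the tests fixed beforehand and was not tested.

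Rectal sections of days 9 to 20 lay at 0.109 ± 0.0855 (SD, n = 9) and those of days 3 and 6 at 0.0047 ± 0.0524 (SD, n = 6). The difference of 0.105 had an exact two-sided permutation p of 0.0232 over 5005 splits, and the ranges overlapped (-0.026 to 0.205 and -0.0436 to 0.0951). Leaving out mouse 10 moved this most, to a difference of 0.123 with an exact permutation p of 0.014. The rectal mean was 0.0445 ± 0.0450 at day 6, 0.189 ± 0.0148 at day 9 and 0.0458 ± 0.0656 at day 20 (SD, n = 3 each). Mid-colon, measured in the same way, lay at -0.063 ± 0.019 at day 0 (SD, n = 4) and 0.0709 ± 0.0289 at day 9 (SD, n = 3).

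**Figure D4:**
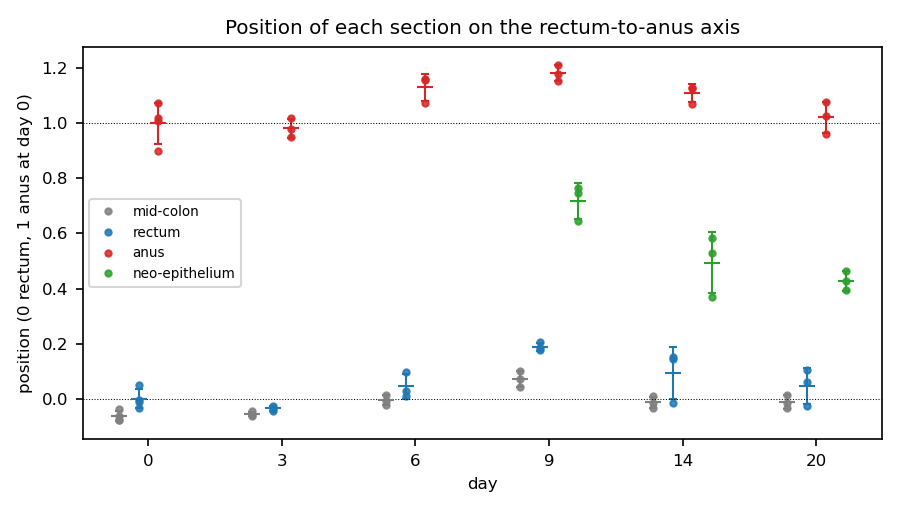
Position of each sample on the rectum-to-anus axis (day 0 rectum at 0, day 0 anus at 1), on the vertical axis, by day and section, with a point per mouse and the mean ± SD. Neo-epithelium lay between rectum and anus at each of its days, at 0.718, 0.494 and 0.427. Its position below anus may reflect skeletal muscle and epidermis in the anal sections.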

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

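The counts over other splits of the samples and the day 9 test with TMM factors were chosen only after the results were seen, as were the rerun of all 35 splits with TMM factors, the lead of the mouse 4 library, the list comparisons at day 9 and the list of mitochondrial-like genes used below.

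In the mid-colon library of day 0 mouse 4, the 10 most abundant genes took 31.1% of the TPM total, against 24.99% ± 0.453 (SD, n = 3) in the other day 0 mid-colon libraries, between 24.6% and 25.5%. The gap to the nearest library was 0.863 of the whole range, more than the 95% critical value for 4 values. Of 24 tests of this kind this was the single one to pass, where chance gives about 1.2. A candidate explanation is composition, in which a few abundant transcripts lower the TPM of all other genes. When mice 1 to 3 were set against mouse 4 together with the day 20 mice, 945 genes were called on the deposited TPM values and 0 with TMM factors, which is consistent with composition. For the same kind of split at day 6 the count was 4317 as deposited and 1050 with TMM factors. At day 9 it was 1009 and 1, and at day 14 it was 334 and 2. At day 3 it was 0 on either scale. The day 6 split still set the day 6 mice against mice 1 to 3. The 1050 calls left may thus be the day 6 response. This count therefore cannot decide whether composition accounts for the whole of the difference. A larger share of mitochondrial transcripts was also tested. With mitochondrial genes and 5 mitochondrial-like predicted genes left out, the shares were 15.6%, 15.7% and 15.9% in mice 1 to 3 and 18.3% in mouse 4, and the gap was 0.882 of the range, so mouse 4 still stood apart. Its lead over the next library was 5.58 points with all genes and 2.40 points without these genes, and its mitochondrial share was 20.8%, against 16.4% to 17.8% in the others. Mitochondrial transcripts may therefore account for part of the difference but not for all of it. No biological explanation was tested, since the labels put mouse 4 in the same group as the others.

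This library bears on the comparisons of mid-colon with day 0. At day 6, 2 of the 35 splits of the 7 samples gave as many calls as the real one (1785 real, 4317 with mice 1 to 3 against the rest). At day 20, 2 of the 35 splits did so (189 real, 945 with mice 1 to 3 against the rest). At day 14, 2 of 35 did so (529 real, 1898 with mouse 4 and mice 14 and 16 against the rest). On the deposited values, the count over splits thus does not single out the day on these 3 days. The rival splits kept much of the day contrast, however. At days 6 and 20 only mouse 4 changed sides, and at day 14 mice 14 and 16 stayed together. Without mouse 4, the deposited values gave 5248 calls at day 6, 1252 at day 14 and 1200 at day 20. Of these, 1775, 521 and 189 were shared with the real split, with 0 of opposite sign. Leaving out 1 of the other mice gave as few as 596, 62 and 31 calls. With TMM factors, 1 of the 35 splits, the real one, gave as many calls on each of these days: 1932 at day 6 (next highest 1050), 1298 at day 14 (next highest 3) and 818 at day 20 (next highest 6). At days 3 and 9, 1 of the 35 splits, the real one, gave as many calls on the deposited values (45 and 5353, with 6 and 1009 as the next highest).

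The response to DSS differed between rectum and mid-colon at day 9, by a test of the difference itself, with 885 genes called. No other split did as well: 1 of the 35 splits, the real one, gave as many, and the next highest gave 1. Scaling was tested with TMM factors, under which 1107 genes were called, so scaling did not account for the difference, although the split between higher and lower moved from 790 and 95 to 765 and 342. Anal or squamous tissue in the rectal sections of day 9 was tested by the share of the 790 genes that were higher in anus than rectum at day 0. That share was 44.2% (349 genes), against 20.6% of the tested genes, so most of the 790 lay outside those genes. Of all 885 called genes, which include the 95 with a lower rectal response, 526 did so. The 4 neutrophil and acute inflammation genes tested at day 0 were also called higher in anus (median log2 difference 4.906). Inflammation may therefore raise the share too, and the share alone does not point to squamous tissue. Epidermal genes, abundant in the anal sections, stood at 0.005, 0.014 and 0.009 of the level that anal tissue would give in the rectal sections of the 3 mice of day 9. Tissue with the mix of the whole anal section is thus unlikely. Squamous tissue poor in epidermal genes, anal or other, may account for part of the calls. A biological explanation was a response of the same kind that was stronger in rectum. Of the 657 called genes with values in both sections, 78.4% changed in the same direction in both, against 83.1% of all tested genes. These genes were chosen for differing between the sections, so the share cannot decide the matter, which was recognised only after it was seen. Among neutrophil and acute inflammation genes at day 9, all 11 tested in mid-colon were called higher (median log2 change 4.55), as were all 12 in rectum (median 7.06). The proliferation list went the other way: all 10 genes were called higher in both sections, with a median of 2.55 in mid-colon and 1.72 in rectum. The median difference in response of that list was -0.96, with 0 genes called over all genes, 3 lower over the list alone and 3 lower over all genes with TMM factors. Depth was not tested, since no counts were used here. The day 9 difference may thus be a response that was stronger in rectum for inflammation genes, but not for every list, and for some genes it cannot be told apart from squamous tissue.

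At day 20 the same test called 1 gene, the T cell receptor segment Trbv25. Of 13234 genes, 630 had a raw p under 0.05, near the share that chance alone gives. For the day 20 count, 1 of the 35 splits gave as many, the real one, and the next highest gave 0. The call of 1 gene became 0 with TMM factors (837 genes at a raw p under 0.05) and 0 with a filter of at least 5 TPM (396 at a raw p under 0.05), and it became 3 with no filter on low values. With the mouse as a replicate block it became 5 (pairing check r 0.265), and leaving out a mouse gave from 0 to 36. With a pseudocount of 0.1 there was 1 call, but of another gene. Reads shared between receptor segments could not be tested from gene totals, so a technical source cannot be told apart from a difference in T cell clones. At day 6 the test called 0 genes, with 730 at a raw p under 0.05, so all 35 of the 35 splits gave as many, which is fixed once the count is 0 and decides nothing. With the mouse as a replicate block there were 76 calls (pairing check r 0.245), and 9 of the 12 neutrophil and acute inflammation genes were called over that list alone. A difference at day 6 is thus neither shown nor excluded.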

How the results depend on the processing

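All alternatives below were fixed before the data were examined, and the counts over other splits, given elsewhere, were chosen only after the results were seen. A count of calls is described as moved when it changed by more than 1.5 times. The cause was not tested for any count that moved, unless stated.

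TMM factors on top of the TPM values moved 8 of 23 counts: mid-colon to 152 at day 3, 1298 at day 14 and 818 at day 20, rectum to 1829 at day 20, anus to 2 at day 3 and 1219 at day 9, rectum against mid-colon at day 0 to 94, and the response difference at day 20 to 0 (837 genes at a raw p under 0.05). No filter on low values moved 13 of 23: mid-colon to 4 at day 3, 1022 at day 6, 239 at day 14 and 22 at day 20, rectum to 1189 at day 14 and 202 at day 20, anus to 0 at day 3 (992 genes at a raw p under 0.05), 373 at day 9, 246 at day 14 and 59 at day 20, rectum against mid-colon to 34, and the response difference to 2 at day 6 and 3 at day 20. A filter of at least 5 TPM on the mean moved 6 of 23: mid-colon at day 14 to 248, rectum at day 3 to 511, anus at day 3 to 3, rectum against mid-colon to 115, and the response difference to 436 at day 9 and 0 at day 20 (396 genes at a raw p under 0.05). The pseudocount of 0.1 moved 1 of 23, the response difference at day 9, to 444.

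All days of a section in one fit moved 8 of 15 counts: mid-colon to 872 at day 14 and 1014 at day 20, rectum to 253 at day 3, and anus to 16 at day 3, 3303 at day 6, 1551 at day 9, 1175 at day 14 and 1392 at day 20. An added 2-fold minimum, which can only lower a count, moved 13 of 23: mid-colon to 726 at day 6 and 2751 at day 9, rectum to 263 at day 3, 1377 at day 6, 3322 at day 9, 769 at day 14 and 384 at day 20, anus to 1291 at day 6, anus against rectum to 4171, rectum against mid-colon to 51, neo-epithelium to 1936 against rectum and 2329 against anus, and its day 20 against day 9 to 1867. The mouse as a replicate block moved 3 of 7: rectum against mid-colon at day 0 to 349 and the response difference to 76 at day 6 and 5 at day 20 (pairing check r 0.146, 0.245 and 0.265). Single days moved neo-epithelium against rectum to 3447, 2045 and 736 at days 9, 14 and 20, and against anus to 4381 at day 14 and 2398 at day 20. Single days hold 3 mice instead of 9.

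Leaving out each mouse in turn gave these ranges of calls. Mid-colon had from 7 to 71 at day 3, 596 to 5248 at day 6, 4133 to 5991 at day 9, 62 to 1365 at day 14 and 31 to 1200 at day 20. Rectum had from 417 to 1282 at day 3, 4818 to 5844 at day 6, 6196 to 7562 at day 9, 386 to 5165 at day 14 and 52 to 2873 at day 20. Anus had from 0 to 12 at day 3, 876 to 2130 at day 6, 315 to 827 at day 9, 162 to 557 at day 14 and 25 to 237 at day 20. Anus against rectum had from 6061 to 8045, rectum against mid-colon 1 to 166, neo-epithelium 5429 to 6195 against rectum and 7971 to 8644 against anus, and its day 20 against day 9 from 1021 to 4122. The response difference had from 0 to 13 at day 6, 340 to 1187 at day 9 and 0 to 36 at day 20. Where leaving out a mouse gave 0 calls, between 373 and 729 genes had a raw p under 0.05.

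The neo-epithelial position stayed between 0.452 and 0.569 when a mouse was left out (largest exact permutation p 0.0078), and the rectal difference between 0.0876 and 0.123 (largest exact permutation p 0.048). Their direction and side of the threshold held under the 3 other alternatives too. The 34 score differences at the smallest p kept their direction in all 340 alternatives run. Their adjusted p with a mouse left out was not computed, because 2 mice against 4 cannot go below an exact permutation p of 0.0667, nor 3 against 3 below 0.10.

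Of 128 results for single genes, 77 kept their direction and call under every alternative run. Over 1589 fits, 1395 kept both, 185 lost a call, 6 gained one and 3 changed sign. The sign changes were in differences not called to begin with. Krt13 between neo-epithelium and anus was 0.57 at day 9 alone (limma, Benjamini-Hochberg adjusted p 0.0536) and from -0.20 to 0.009 when a mouse was left out, with the highest value without mouse 19, and its limma, Benjamini-Hochberg adjusted p ranged from 0.0536 to 0.973 over its alternatives. Sox2 in neo-epithelium at day 20 against day 9 was from -0.49 to 0.132 when a mouse was left out, with the highest value without mouse 19.

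The depth is unknown, so whether it limits the calls of genes with low values was not tested.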

Other observations

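Of the 40 tests in the closing section, 26 were chosen only after the result was seen: the 23 counts over other splits, the day 9 test with TMM factors, the test of ribosomal protein pseudogenes and the test of anal tissue at day 0. The other 14 were written down before that test was run, after the pattern itself had been seen, and the patterns below were found and tested on the same data.

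For each model, calls were counted over other splits of the same samples. For 13 of the results with 35 splits, 1 of the 35, the real one, gave as many calls, among them the 5 rectal days (818, 6145, 7028, 2017 and 973 calls, with no other split above 7) and anus at days 6, 9, 14 and 20. In anus at day 3, 2 of the 35 splits gave at least the 6 calls of the real one, and one gave 106. At day 0, 1 of the 8 splits that part the sections of each mouse gave as many calls between anus and rectum, and 1 of the 8 between rectum and mid-colon, where the design cannot give a share under 0.05. For the neo-epithelium at day 20 against day 9, 1 of the 10 splits gave as many, where the design cannot do so either. For neo-epithelium against rectum and against anus, 1 of 100 splits drawn from 256 gave as many, with 3766 and 6240 calls as the next highest, from splits that exchanged the sections of a single mouse.

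Squamous genes were above the mid-colonic background in the rectal sections of 8 of the 9 mice of days 9 to 20. They were so before injury too, with a squamous score of 2.17 ± 0.91 in rectum and 0.63 ± 0.19 in mid-colon at day 0 (SD, n = 4 each). The rectal score at day 9 was 3.52 ± 1.05 (SD, n = 3; exact two-sided permutation p 0.1429 against day 0, adjusted p 0.2187), in a family where no score passed the threshold. By single genes, limma with Benjamini-Hochberg adjustment called 7 of the 10 squamous genes tested higher in rectum at day 9 than at day 0 (median log2 change 2.42), and 6 with TMM factors. All 5 tested in mid-colon were called higher too (median 1.36), and 3 with TMM factors. Whether anal tissue carried over into the rectal section could be the source was tested with epidermal genes, which are abundant in the anal sections. The prediction took the mix of genes in the whole anal section. On that basis the rectal sections of days 9 to 20 would have held a median of 216.5 TPM of epidermal genes. The median ratio of observed to predicted was 0.007, so tissue of that mix is unlikely to be the source on those days. A part of the anal section poor in epidermal genes would escape this test. At day 0 the ratio was 0.691, 0.318, 0.194 and 0.852 in mice 1 to 4, with a median of 0.505, where the last rests on a prediction of 2.32 TPM, within the background. At day 0, anal tissue therefore may account for the signal, at least in mouse 1. For neo-epithelium within the rectal section the ratio was 0.215. The predicted median of 4.16 TPM lay close to the mid-colonic background of 3.63 ± 2.56 TPM (SD, n = 9), so the median could not tell either way. That limit was recognised only after the ratio was seen, which lay outside the range written down beforehand. In mice 11, 15 and 17 the prediction was more than 2 times the background SD (13.3, 7.59 and 12.0 TPM), and the ratios were 0.221, 0.209 and -0.063. Neo-epithelium of the kind sampled is thus unlikely to account for the whole signal in those 3 mice. In the others it cannot be told apart from rectal cells that express squamous genes.

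The rise of colonic genes in the neo-epithelium from day 9 to day 20 may come from colonic mucosa within the later sections. Of the 1335 genes higher at day 20, 30.3% (404 genes) were among those at least 4-fold higher in rectum than anus at day 0, against 3.59% of the tested genes and 0% of the genes lower at day 20. This share is what either mixed tissue or a change within the neo-epithelium would give, so they cannot be told apart. In the 3 mice of day 9, the median rectum-high gene stood at 14.3%, 7.53% and 6.9% of its level in the rectum of the same mouse. At day 14 it stood at 47.7%, 10.8% and 21.3%, and at day 20 at 61.4%, 29.9% and 56.9%. The test covers only the rectum-high genes, so whether colonic mucosa bears on the 3055 called genes outside this set was not tested.

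The fall of colonic genes in the anal sections at day 9 could in the same way reflect less colonic mucosa in the section. The median log2 change of the rectum-high genes in anus was -1.98 (433 genes), against -1.13 in rectum (484 genes), and these genes made up 52.7% of the lower calls and 3.19% of the tested genes. A loss of mucosa and a fall of these genes within it cannot be told apart here.

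Many genes were lower in neo-epithelium than in anal sections, and the anal sections may hold skeletal muscle and epidermis that the neo-epithelial sections do not. The skeletal muscle score was 7.22 ± 0.94 in anus (SD, n = 19) and 0.82 ± 0.11 in neo-epithelium (SD, n = 9). There were 517 genes at least 4-fold lower in neo-epithelium. Of the 508 outside the skeletal muscle list, 24.8% (126 genes) followed that list across the 19 anal sections at an r of at least 0.7, against 4.2% of the tested genes. Of the 507 outside the epidermis list, 12.2% (62 genes) followed it, against 0.8%. Both tests go with tissue composition for those genes. The remaining ones missed the cut on r, which does not exclude composition for them.

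Ribosomal protein pseudogenes were among the genes with the largest falls, and reads shared with near-identical copies are a candidate explanation. Over 62 such pseudogenes the median spread between replicates was 0.68 on the log2 scale, against 0.3 for genes of matched abundance, and 59 of the 62 had the larger spread. Their calls, such as that of Rps16-ps2 in rectum, may therefore reflect how reads were assigned.

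Inflammation scores varied between mice of the same day. Across 15 injured mice, the deviations of rectum and mid-colon from their day means had a Pearson r of 0.857 (permutation p 0.0094, adjusted p 0.0282) and a Spearman rho of 0.779 (permutation p 0.0224, adjusted p 0.0671), adjusted over 3 relations. Without mice 14 and 19, the farthest from the median, r was 0.730, and r was positive in 4 of the 5 days. This is consistent with inflammation shared by both sections of a mouse. For rectum and anus r was 0.371 (permutation p 0.3428, adjusted p 0.3428; rho 0.264, p 0.4628), so such sharing was not shown there. The position of rectal sections on the rectum-to-anus axis and the rectal inflammation score had an r of 0.811 over 9 mice (exact permutation p 0.1111, adjusted p 0.1667; rho 0.567, p 0.2685). Without mice 14 and 19 that r was 0.214, so the relation rests on those mice. The labels give no batch within which to recompute these relations.

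B cell genes differed between rectal sections. The B cell score was 3.01 ± 1.46 at days 14 and 20 (SD, n = 6) and 0.97 ± 0.84 at day 0 (SD, n = 4), a difference of 2.04 (exact two-sided permutation p 0.0381 over 210 splits). The ranges overlapped (1.08 to 4.7 and 0.28 to 2.07). More B cells in the rectum after recovery are a candidate explanation, but whether a lymphoid follicle lay in a section was not tested and would give the same values.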
